A study of Mus musculus with 10 samples. Its data were reported in "IRF7 links HK1-dependent histone lactylation to fibroblast activation and cardiac fibrosis" (2026).

How the data were processed

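Primary mouse cardiac fibroblasts were profiled by CUT&Tag, in which an antibody directs a transposase to chromatin and the tagged DNA is sequenced. The 10 libraries were made with 1 library per condition and antibody. Groups were taken from the library titles: TGF-β and SI libraries for lactylation of histone H3 at lysine 9 (H3K9lc), pairs of TGF-β and siHK1 libraries for c-JUN, SMAD3 and NFATC2, a control library (NC), and a further library titled TGF whose labels give no antibody. The title of NC gives no antibody either, and it is read as H3K9lc because its label names a table of that mark. The SI library is called siHK1 here because its label names a table of siHK1. The series design states that an siRNA was used to knock down hexokinase 1 (HK1) before TGF-β was added. These data hold no RNA or protein measure, so the knockdown itself was not checked here.

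According to the study's methods, reads were aligned with Bowtie2 and peaks called with MACS2. The deposited tables hold, for each region, the raw read counts the authors obtained in each library and a 0 or 1 mark for a peak called there. They also hold normalized log2 values per library, a log2 ratio of the second condition over the first with its standard error, a p-value, an adjusted p-value and a call of lower, higher or neither, all made by the authors. The normalized log2 values the authors deposited were found to be a straight line in log2(count + 0.5) for each library. The slope was 1 for the shallower library of each pair and from 0.861 to 0.964 for the deeper one. The authors' deposited calls followed the unadjusted p-value under 0.05, except for 61 H3K9lc regions with such a p-value and no call. The deposited p-value matched a normal distribution in 4 tables and a t distribution with 22 degrees of freedom in the NFATC2 table. The deposited scaling places regions called in both libraries near a ratio of 0, so a loss common to all regions cannot be seen in these ratios. The methods name spike-in DNA; no spike-in counts were used here.

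The methods name genome build GRCm39. The transcript coordinates in the H3K9lc table were compared with GENCODE vM21, which is on GRCm38: of 18052 transcripts found there, 18009 had the same coordinates (99.8%), and no region ran past a GRCm38 chromosome end. Coordinates are therefore given on GRCm38, counted from 1. Gene names and region classes are those of the authors' annotation.

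The counts were used as deposited. Totals over listed regions are not library depths, which are unknown here, and are given with the length the regions cover and the mean count per kb. With 1 library per condition no test between conditions was made, and each statement compares libraries, not conditions. The main values are the authors' deposited calls and the median of the deposited log2 ratios, on the log2(count + 0.5) scale. This departs from the planned pseudocount of 1, which was run as an alternative with 0.1. Shares carry exact (Clopper-Pearson) 95% binomial intervals, which cover counting error only, since PCR copies are not independent molecules and regions are not replicates.

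Overlap of lower regions needed at least 1 shared bp. It was set beside 1000 random placements of the H3K9lc regions on the same chromosomes, avoiding unsequenced bases, and beside 10000 random lists of H3K9lc regions matched on mean signal and width. Shared genes were set beside 10000 lists of factor regions matched in the same way. Motifs (AP-1, TGASTCA; SMAD, CAGACM; NFAT, WGGAAA; in IUPAC letters, both strands) were counted in the central 200 bp of each region and in windows 5 kb to either side. The share of H3K9lc midpoints in gene bodies was set beside 100 random placements. Random lists and placements describe these libraries and are not tests. The TGF-β H3K9lc library enters 2 tables, so 100 sets of unchanged libraries were simulated with Poisson counts for any statement that sets both ratios side by side.

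The 12 genes named in advance were Hk1, Irf7, Slc40a1, Cdk1, Smyd3, Acta2, Lox, Col3a1, Axin2, Postn, Col1a2 and Col1a1, each with the region of highest mean level first. For each table the 2 regions with the largest deposited change in each direction were added, among regions with a mean level above the table's median. Alternatives fixed before the data were examined were a q of at most 0.01, at least 2-fold, chromosomes 1 to 19 and X only, regions of at least 200 bp, other pseudocounts, regions above the median level, equal sums, weighting by length, promoters within 1 kb, other overlap rules, and gene values within 3 kb of a start site or summed. Alternatives added after seeing the data were an adjusted p-value under 0.05, at least 20 reads over both libraries, equal totals for the calls, no scaling, and at least 5 reads in the library titled TGF. Direction was also read by quintile of the mean of both deposited log2 values. Away from 0 reads this treats a gain and an equal loss alike, whereas a sum of raw reads over libraries of unequal depth does not. At 0 reads the deposited values of both libraries differ, so low quintiles need not take up both directions alike. In TGF over NC the lowest quintile held 4212 lower and 0 higher regions.

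In the table of the library titled TGF, 4 columns of per-sample values concern a second library that no label describes, or rest on it, and were not used. Scaling, calls and matched lists were tested on simulated counts with 200 regions lowered 4-fold. The 200 were drawn from regions expected to hold at least 20 reads in each library before lowering. The offsets below were also read at such regions. The shares and offsets therefore say nothing of thinly read regions: in NFATC2 only 5.64% of regions reach 20 reads over both libraries. The lowered regions were called in 100% of cases for H3K9lc over 74751 regions, 99.5% for JUN over 72990, 88.0% for SMAD3 over 58633, 98.0% for NFATC2 over 68767 and 95.0% for NC against TGF over 65853. Equal totals left unchanged regions 0.27 too high on the log2 scale in the NC simulation, since the lowered regions there held many of the reads. The offset was 0.14 for NFATC2, 0.107 for SMAD3, 0.0155 for H3K9lc and 0.0095 for JUN. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.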

Results

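CUT&Tag libraries of mouse cardiac fibroblasts were compared to ask whether TGF-β, a cytokine that activates fibroblasts, alters H3K9 lactylation, and whether depletion of the glycolytic enzyme HK1 alters H3K9 lactylation and the binding of c-JUN, SMAD3 and NFATC2. There were 10 libraries with 1 library per condition, so no value below has a replicate error and no difference was tested between conditions.

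Read numbers differed widely between libraries. The H3K9lc table listed 74751 regions covering 34.6 Mb, with 2490853 reads in the TGF library (72.0 reads per kb) and 1419023 in the siHK1 library (41.0 reads per kb). The JUN table listed 72990 regions over 37.7 Mb, with 4215447 reads in TGF (112 per kb) and 2271336 in siHK1 (60.3 per kb). The SMAD3 table listed 58633 regions over 19.1 Mb, with 563562 reads in TGF (29.5 per kb) and 399897 in siHK1 (21.0 per kb). The NFATC2 table listed 68767 regions over 20.2 Mb, with 575706 reads in TGF (28.6 per kb) and 354599 in siHK1 (17.6 per kb). The median region held 4 reads in TGF and 3 in siHK1 for SMAD3, and 3 and 2 for NFATC2, against 16 and 8 for H3K9lc and 32 and 17 for JUN.

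TGF-β was compared with the untreated control for H3K9lc. The table listed 65853 regions over 30.7 Mb. The NC library had 115572 reads in them (3.77 per kb) and the TGF library 2313288 (75.4 per kb). NC had 0 reads at 29851 regions (45.3%). A peak was called at 9222 regions in NC and at 57631 in TGF, and at 1055 in both. The authors' deposited table called 16538 regions higher and 5478 lower in TGF, and the median deposited log2 ratio was 1.01 (quartiles 0.11 and 1.69). Of the higher regions, 83.9% had 0 reads in NC. Of the lower regions, 34.7% had more raw reads in TGF than in NC. The direction changed with the scaling. With both libraries brought to equal totals the median was -0.075, and 11058 regions were lower against 3525 higher. This scaling moved the median by -1.09 in TGF over NC, and by 0.11 for H3K9lc and 0.17 for SMAD3 in siHK1 over TGF.

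The effect of HK1 depletion on H3K9lc was examined in TGF-β-treated cells. The authors' deposited table called 11916 regions lower and 6306 higher in siHK1, so that 65.4% of the calls were lower. The median deposited log2 ratio was -0.19 (quartiles -0.73 and 0.31). Equal totals moved the median to -0.081 and the calls to 9026 lower and 9092 higher, a lower share of 49.8%. Peaks were called in the TGF library alone at 40855 regions, in the siHK1 library alone at 18116 and in both at 15532. At an adjusted p-value under 0.05, the authors' deposited table had 3423 lower and 1654 higher regions.

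For c-JUN, the authors' deposited table called 7761 regions lower and 3091 higher in siHK1 (71.5% lower), with a median log2 ratio of -0.13 (quartiles -0.61 and 0.26). Equal totals gave 6239 lower and 4785 higher regions (56.6% lower). Peaks were called in both libraries at 36285 regions, 49.7% of the list. At an adjusted p-value under 0.05 the authors' deposited table had 639 lower and 86 higher regions.

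For SMAD3, the authors' deposited table called 13014 regions lower and 7128 higher (64.6% lower), with a median log2 ratio of -0.16 (quartiles -1.63 and 1.09). Equal totals brought the median to 0.0095 and the calls to 9496 lower and 11215 higher (45.9% lower). Peaks were called in both libraries at 2917 regions, 4.98% of the list. In the quintile of regions with the highest mean level, 805 were lower and 1149 higher.

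For NFATC2, the authors' deposited table called 10504 regions lower and 13264 higher in siHK1 (44.2% lower), with a median log2 ratio of 0.36 (quartiles -1.15 and 1.68). Peaks were called in both libraries at 2482 regions, 3.61% of the list. In the quintile of regions with the highest mean level, 1205 were lower and 1233 higher (50.6% higher, 95% interval 48.6 to 52.6).

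**Figure D1:**
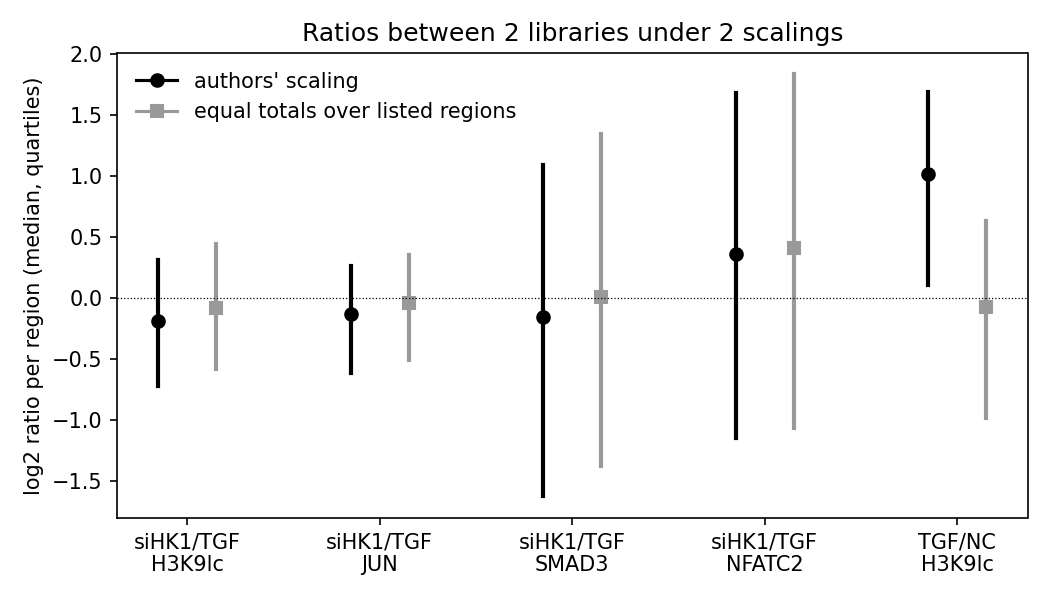
Median and quartiles (points and lines) of the log2 ratio per listed region for the 5 pairs of libraries, with the authors' scaling in black and equal totals over the listed regions in grey. The TGF over NC median is 1.01 in black and -0.075 in grey.

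**Figure D2:**
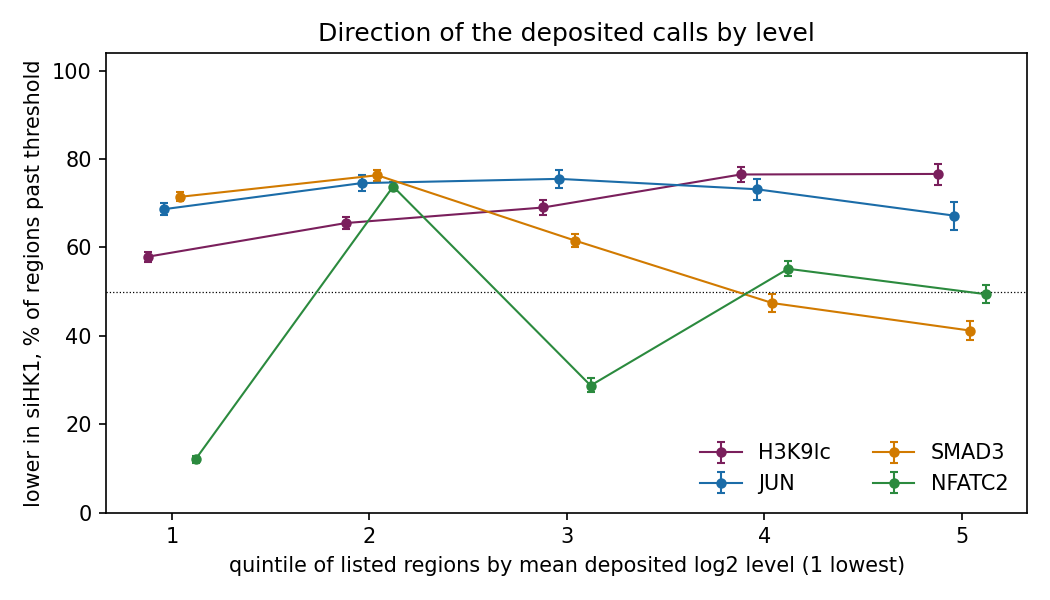
Percentage of the authors' calls that were lower in siHK1 (vertical axis), by quintile of the mean deposited log2 level of the listed regions (horizontal axis), for 4 antibodies; bars are exact 95% binomial intervals. From the lowest to the highest quintile H3K9lc goes from 57.9% to 76.6%, JUN from 68.7% to 67.2%, SMAD3 from 71.4% to 41.2% and NFATC2, with no steady course, from 12.1% to 49.4%.

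The authors' annotation placed H3K9lc regions mostly between genes. Promoters held 5070 of 74751 H3K9lc regions (6.78%, 95% interval 6.60 to 6.97) and distal intergenic sequence 48816 (65.3%). Promoter shares were 25.6% for JUN (25.3 to 25.9), 18.9% for SMAD3 (18.6 to 19.2) and 16.96% for NFATC2 (16.7 to 17.2). The SMAD3 lists differed by direction: 10.6% of lower regions lay at promoters (10.1 to 11.1) against 28.2% of higher regions (27.1 to 29.2). With promoters taken as regions within 1 kb of a start site, the share fell to 3.41% for H3K9lc and 18.3% for JUN.

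Regions lower in siHK1 were compared between H3K9lc and each factor. Of the 11916 lower H3K9lc regions, 58 overlapped a lower JUN region, 99 a lower SMAD3 region and 108 a lower NFATC2 region, which is 0.487%, 0.831% and 0.906%. Random placement gave medians of 30, 43 and 36, with maxima of 48, 64 and 61. H3K9lc lists matched on signal and width gave medians of 65, 125 and 105, and the observed numbers lay at percentiles 14.5, 0.255 and 64.1. Counted by assigned gene the overlaps were 1748, 2978 and 2691 genes. Lists of factor regions matched in the same way gave medians of 1866, 2959 and 2657. At H3K9lc regions that overlap listed factor regions, the Spearman correlation of both log2 ratios was -0.025 for JUN, -0.081 for SMAD3 and -0.00122 for NFATC2, across regions that are not independent replicates.

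**Figure D3:**
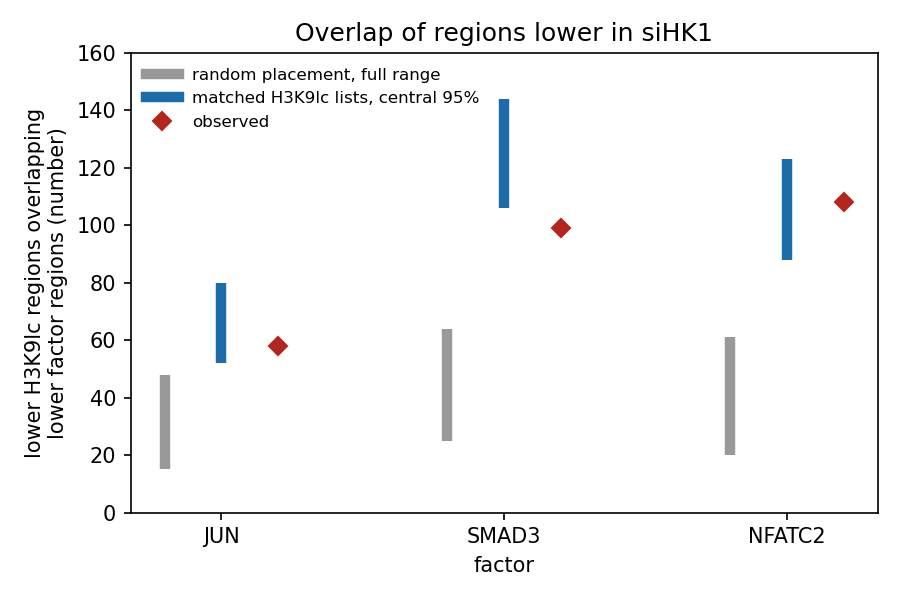
Number of lower H3K9lc regions that overlap lower factor regions (vertical axis) for 3 factors; diamonds are the observed numbers, grey bars the full range of 1000 random placements and blue bars the central 95% of 10000 matched H3K9lc lists. The observed 58, 99 and 108 lie above random placement, and 99 lies below the matched lists for SMAD3.

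The genes named in advance changed in different directions. No H3K9lc region was assigned to Acta2 or Col1a1. The H3K9lc region of highest level at Hk1 (chromosome 10, 62366022 to 62366888, intronic) had 34 reads in TGF and 35 in siHK1, and the authors' deposited table called it higher (log2 ratio 0.75), although the sum over the 5 regions of Hk1 gave -0.030. The JUN region at the Acta2 promoter (chromosome 19, 34254681 to 34256006) had 208 reads in TGF and 61 in siHK1, and a log2 ratio of -0.88 with an adjusted p-value of 0.182 in the authors' deposited table. The SMAD3 region at the Acta2 promoter (chromosome 19, 34255361 to 34255650) had 5 and 12 reads and a log2 ratio of 1.43. Over the 12 genes, the authors' deposited tables called 9 lower and 6 higher H3K9lc regions, 12 and 4 for JUN, 11 and 12 for SMAD3, and 9 and 15 for NFATC2.

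The largest loss in siHK1 and the largest gain in TGF over NC among all listed H3K9lc regions were the same region at Irf7 (chromosome 7, 141263456 to 141264145), annotated as promoter and overlapping 2 coding exons. It had 3301 reads in the TGF library, 4 in siHK1 and 1 in NC. The log2 ratio in the authors' deposited table was -8.57 for siHK1 over TGF and 6.85 for TGF over NC. The changes that follow are the largest among regions with a mean level above the median of their table, so thinly read regions with larger ratios are left out. The next H3K9lc loss in siHK1 was -2.42, in an intron near C230029F24Rik (chromosome 1, 49325160 to 49325481) with 39 and 4 reads. For JUN the largest such loss was 22846 bp from the start site of Smad7 (chromosome 18, 75397760 to 75398662, distal intergenic), with 123 reads in TGF and 7 in siHK1 and a log2 ratio of -3.19 in the authors' deposited table. The largest such SMAD3 gain was at the Thbs1 promoter (chromosome 2, 118124917 to 118125335), with 0 reads in TGF and 17 in siHK1. The largest such NFATC2 loss was intronic (chromosome 1, 85125105 to 85125374), with 22 and 0 reads.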

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

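The scaling test for NFATC2 was set before its result was seen. The form of the read-number test by quintile of level, the GC test and the depth test for NFATC2 were chosen only after the data were seen.

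With the authors' scaling, the NFATC2 ratio had a sign opposite to that of the other 3 antibodies. The median log2 ratio of siHK1 over TGF was 0.36, against negative medians for H3K9lc, JUN and SMAD3. The difference between antibodies was not tested, as each has 1 library per condition. Equal totals left the NFATC2 median at 0.41, so the choice between these 2 scalings is argued against as the source of its positive sign. With no scaling the NFATC2 median was -0.29, and equal totals turned the SMAD3 median to 0.0095. The contrast with the other antibodies thus depends on scaling, which stays open as its source. GC content is argued against, since higher calls made up at least 54.3% in each quintile of GC content. The number of reads remains open as the source: in the quintile of regions with the highest mean level 50.6% of the calls were higher, with an interval that includes equal numbers, against 55.8% of all calls. The share did not follow level steadily, at 87.9%, 26.2%, 71.2% and 44.8% from the lowest quintile up to the next highest, and the highest quintile holds 95.1% of the regions called in both libraries, which the deposited scaling places near a ratio of 0. A first form of this test, set beforehand, asked for at least 20 raw reads, a limit that keeps more losses than gains where TGF is the deeper library, and it was dropped. Of the listed regions, 56344 held 1 to 9 reads over both libraries, and 37155 of the 68767 regions were called in siHK1 alone, so the excess of higher regions may come from thinly read peaks. With a minimum length of 200 bp, fixed beforehand, 10069 regions were lower and 9930 higher, so short regions stay open as a source too. Regions deep in every table were those with at least 500 reads in the TGF library of each of the 4 antibodies. For the lower raw counts of siHK1, the ratio at regions called in both libraries differed from that at regions deep in every table by 0.25, with intervals that overlap, so depth alone stays open. An effect of HK1 depletion on NFATC2 was not separated from these.

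The library titled TGF enters no comparison, since its labels name no antibody, yet a peak was called there at 131252 of 464781 listed regions. The median called region held 2 reads, and 69.5% held 2 or fewer. Only 7499 called regions had at least 5 reads. No biological explanation was tested.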

How the results depend on the processing

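The settings for an adjusted p-value under 0.05, for at least 20 or 5 reads, for equal totals of the calls and for no scaling were chosen after seeing the data; the others were fixed before. No paired analysis was possible because each condition has 1 library per antibody, and there was no replicate to leave out. For the library titled TGF, the planned q of at most 0.01 and 2-fold minimum were not run, as those columns rest on a second library not used here.

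The number of calls in each direction stayed within 1.5 times under the limit to chromosomes 1 to 19 and X and the 2-fold minimum in all 5 tables, and under the 200 bp minimum in the 4 tables with siHK1, where it was run. The 2-fold minimum could remove nothing for SMAD3 and TGF over NC, where the smallest called log2 ratios were already 1.10 and 1.44 in size. For NFATC2 the 200 bp minimum left 10069 lower and 9930 higher regions, so the majority of higher calls was lost. A q of at most 0.01 left 508 lower and 128 higher regions for H3K9lc, 131 and 6 for JUN, 143 and 75 for SMAD3, and 0 and 0 for NFATC2, where the unadjusted calls numbered 10504 and 13264. In TGF over NC it left 2418 higher and 1999 lower. An adjusted p-value under 0.05 left 3423 and 1654 for H3K9lc, 639 and 86 for JUN, 5552 and 2966 for SMAD3, and 556 and 949 for NFATC2. In TGF over NC that limit left 7820 higher and 3906 lower. These drops follow from the stricter threshold.

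With at least 20 reads over both libraries there were 5858 lower and 1494 higher H3K9lc regions, and 5699 and 1673 for JUN. The numbers were 496 and 531 for SMAD3, and 432 and 128 for NFATC2. In TGF over NC, 11286 higher and 16 lower regions were left. These values say little of direction, since a sum of raw reads keeps a region with more reads in the deeper library and drops an equal change the other way. Depth limits what the SMAD3 and NFATC2 tables can show: 9.94% of SMAD3 and 5.64% of NFATC2 regions reach 20 reads. Equal totals raised the higher calls to 4785 for JUN and 11215 for SMAD3, and gave 3525 higher and 11058 lower regions in TGF over NC. The share of lower calls went from 65.4% to 49.8% for H3K9lc, from 71.5% to 56.6% for JUN, from 64.6% to 45.9% for SMAD3, from 44.2% to 37.1% for NFATC2 and from 24.9% to 75.8% in TGF over NC.

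The median of SMAD3 reversed from -0.16 to 0.11 in regions above the median level, to 0.0095 with equal sums and to 0.0099 with weighting by length; the cause was not tested. That of NFATC2 reversed from 0.36 to -0.17 with at least 20 reads, a limit that itself favours losses, and to -0.29 with no scaling. That of TGF over NC reversed from 1.01 to -0.075 with equal sums. The other medians kept their sign. Pseudocounts of 1 and 0.1 gave -0.16 and -0.21 for H3K9lc, -0.12 and -0.15 for JUN, -0.13 and -0.19 for SMAD3, and 0.35 and 1.79 for TGF over NC. Regions above the median level gave -0.14, -0.034, 0.077 and 0.62 for H3K9lc, JUN, NFATC2 and TGF over NC. Equal sums gave -0.081, -0.045 and 0.41 for H3K9lc, JUN and NFATC2. Weighting by length gave -0.081 for JUN and 0.080 for NFATC2. At least 20 reads gave -0.11 for JUN, -0.069 for SMAD3 and 1.11 for TGF over NC. With no scaling the medians were -0.89, -0.94, -0.49 and 4.25 for H3K9lc, JUN, SMAD3 and TGF over NC. The cause of these shifts was not tested.

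Promoter shares weighted by length were 6.44%, 27.8%, 20.8% and 18.3% for H3K9lc, JUN, SMAD3 and NFATC2, and 6.65% for the table with NC. Within 1 kb of a start site they were 3.41%, 18.3%, 11.5%, 9.60% and 3.55%, and 5.10% for the library titled TGF, as the window is narrower. That library had 7499 called regions with at least 5 reads.

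The overlaps of lower regions rose to 1748, 2978 and 2691 for JUN, SMAD3 and NFATC2 when genes were counted, since a gene can hold many regions. At least 2-fold gave 35 and 55 for JUN and SMAD3. An adjusted p-value under 0.05 gave 0, 15 and 5. Of 85 alternative values of named genes, 20 had the opposite sign to the first value. In 16 of these the authors made no call. In the other 4 the region was called and the direction reversed: Hk1 in H3K9lc to -0.036 within 3 kb of a start site and to -0.030 when summed, Col1a1 in SMAD3 to -0.49 within 3 kb, and Col1a2 in NFATC2 to 0.22 when summed. The cause was not tested.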

Other observations

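Tests set before their results were seen were those of AP-1 sites, repeats, random spread, shared library, matched factor ratios, Irf7 coding bases, GC content for H3K9lc and JUN directions, and open chromatin for SMAD3 promoters. The tests of the SMAD motif, of GC content for SMAD3 promoters and SMAD3 direction, of scaling and of read number for H3K9lc, JUN and SMAD3 directions, of read number for SMAD3 promoters in the form given here, of depth and of shared genes by factor were chosen only after the results were seen. A first form of the read-number tests, set beforehand for SMAD3 promoters, used at least 20 raw reads over both libraries and was dropped, since that limit favours losses from the deeper library.

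H3K9lc regions were more often lower than higher in siHK1, and so were JUN regions. Thin reading as the whole source is argued against, since in the quintile of regions with the highest mean level 76.6% of H3K9lc and 67.2% of JUN calls were lower. The median ratio in that quintile was -0.092 for H3K9lc and 0.018 for JUN. Regions called in TGF alone (40855 for H3K9lc, 27790 for JUN) had medians of -0.63 and -0.70. Those called in siHK1 alone (18116 and 8832) had medians of 0.86 and 0.86. More peaks were called in the library with more reads, so the choice of listed regions stays open as a source. GC content is argued against, since the smallest lower share over quintiles of GC content was 59.9% for H3K9lc and 59.3% for JUN. Scaling stays open for H3K9lc, where equal totals left 49.8% of calls lower, and is argued against as the whole source for JUN, with 56.6%. For SMAD3 the lower majority went away in the quintile of highest level (41.2% lower), with equal totals (45.9%) and in the quintile of highest GC content (41.4%, against 81.4% in the lowest), so each of these stays open as a source. Scaling to totals has its own weakness where a few deep regions hold unequal shares of the reads. The regions read deeply in every table held 16.4% of H3K9lc reads in TGF and 19.3% in siHK1, 3.13% and 4.20% for JUN, and 34.5% and 32.8% for SMAD3. In the table with NC they held 32.9% of the reads in NC and 17.5% in TGF, and there the median went from 1.01 to -0.075 with equal totals.

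Those deep regions give another view of depth, since depth alone would give the same raw ratio there as at regions called in both libraries. Regions called in both libraries differed from the deep regions by -0.15 for H3K9lc and -0.37 for JUN, with intervals of the medians apart. A peak in the shallower library selects for reads there, which raises the ratio of siHK1 over TGF and works against these differences. However, single deep regions ranged from -0.98 to -0.28 for H3K9lc and from -1.34 to -0.11 for JUN. These ranges include the medians of regions called in both, -0.74 and -0.81. The intervals also treat deep regions that lie side by side as independent, so depth alone is not excluded for these pairs. For SMAD3 the difference was 0.44, also with intervals apart but in the direction of that selection, so depth alone stays open. In TGF over NC, where the selection lowers the ratio, the difference was -0.042, so a true gain and a deeper library cannot be told apart. The form of this test was changed after values were seen. All other listed regions gave -0.30, -0.50 and 0.36 for H3K9lc, JUN and SMAD3, 0.63 for NFATC2 and 0.71 for TGF over NC. With at least 20 reads, as first used, they gave -0.32, -0.48, 0.39, 0.074 and 0.99, and regions called in both gave -0.15, -0.37, 0.39, 0.23 and 0.21.

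Factor ratios were read at the lower H3K9lc regions that overlap a listed region of the factor, 872 for JUN, 607 for SMAD3 and 603 for NFATC2. The median JUN ratio there was -0.031 and lay at percentile 99.8 of matched H3K9lc lists, the median SMAD3 ratio of 0.037 lay at percentile 100, and the median NFATC2 ratio of -0.16 at percentile 60.7. At these regions of these libraries, none of the 3 medians was lower than matched lists gave. The number of shared genes lay at percentile 0 for JUN, 78.5 for SMAD3 and 92.3 for NFATC2 among matched factor lists, so genes with many listed regions could produce overlaps of this size. As a share of the factor's lower genes the overlap was 35.5%, 42.2% and 42.1%, above the matched medians of 34.2%, 38.7% and 40.0%. Matched lists named more genes in all, so the number and the share give different pictures, above all for JUN. A rule set beforehand asked all 3 factors to lie between percentiles 5 and 95, and JUN, which shared fewer genes, lay outside it.

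The TGF over NC and siHK1 over TGF ratios of H3K9lc share the TGF library. Over 44088 regions with the same coordinates their Spearman correlation was -0.036, whereas simulated unchanged libraries gave -0.17. A total of 3562 regions were called higher in TGF and lower in siHK1, against 1679 in the simulated sets, where fewer regions were called. The numbers of calls alone give 3184, since 29.2% of the regions higher in TGF were lower in siHK1 against 26.1% of all shared regions. The overlap was 1.12 times that expected from the numbers of calls, and 1.32 times in the simulated sets. Both the correlation and the overlap were thus weaker than in the simulated sets. Those sets hold counting noise only, and 14.9% of their regions were called lower in siHK1, against 26.1% observed. The comparison therefore does not decide whether the ratios are linked beyond the shared library.

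JUN regions lower in siHK1 carried the SMAD motif in 41.4% of cases, higher regions in 25.7%, and all listed JUN regions in 31.2%. The windows beside them carried it in 27.5% and 25.9%. Signal level is argued against, as the smallest difference over quintiles of signal was 7.82 percentage points and every quintile had intervals apart. GC content as the whole source is argued against by a difference of up to 18.2 points within a quintile of GC content. Intervals were apart in 4 of 5 quintiles and overlapped in the quintile of highest GC content, where the difference was 6.95; a first form of this test asked for all 5, and it was changed after that was seen. The AP-1 motif, also more frequent in lower regions (21.7% against 16.8%), had a share of 24.1% in all listed JUN regions, above both. Its intervals were apart in 4 of 5 quintiles of GC content, as for the SMAD motif, but in only 1 of 5 quintiles of signal, so signal level stays open for AP-1. A weaker response at sites where JUN and SMAD proteins bind together may be a candidate explanation, but binding of both was not tested. Only the motif was counted, on the same data that gave the pattern. It was in 28.0% of SMAD3 regions against 25.6% of the windows beside them, so it marks SMAD3 regions only weakly. Off-target effects of the siRNA were not tested.

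SMAD3 regions higher in siHK1 lay at promoters more often than lower ones. Thin reading as the whole source is argued against, because in the quintile of highest level 45.2% of higher and 8.07% of lower regions lay at promoters, and intervals were apart in each of the 5 quintiles. GC content as the whole source is argued against, since the higher regions had an excess of at least 3.0 percentage points in each quintile, with intervals apart. Away from promoters 35.1% of higher regions overlapped JUN regions, against 4.68% of lower ones, which is in line with the siHK1 SMAD3 library holding more reads from open chromatin. Whether that reflects SMAD3 or the quality of the library stays open.

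Most H3K9lc regions lay outside genes. Midpoints fell in gene bodies in 32.4% of cases, which was -14.5 percentage points from random placement, so an even spread over the genome is argued against. Soft-masked repeat bases exceeded those of the windows beside them by 11.2 percentage points, which is consistent with a share of reads from repeated sequence, although a true preference of the mark for repeats was not excluded.

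The Irf7 region deep in the TGF H3K9lc library alone stands apart from all others in that table. The study used IRF7 vectors in other experiments, so carried-over vector DNA is a candidate source. Listed regions covered 37.1% of the 1371 coding bases of mouse Irf7, where at least 80% had been set in advance as the mark of a complete insert. That mark was not met. Coding bases made up 73.8% of the 690 bp region, so it also holds sequence outside the coding bases. The study lists a vector with the human gene beside one with the mouse gene. How reads from a human insert would align was not tested, so the lower share does not decide for such an insert. A shorter fragment such as a PCR product was not tested, and neither was a change of H3K9lc at this site.

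Motif shares against the windows beside the regions differed between factors. The AP-1 motif was in 24.1% of JUN regions against 3.53% of their flanks, the SMAD motif in 28.0% of SMAD3 regions against 25.6%, and the NFAT motif in 32.8% of NFATC2 regions against 37.9%. No explanation of these shares was tested.

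In the table of the library titled TGF the authors' deposited standard error was 0 at 78.4% of regions, together with a p-value of 0, so those p-values were not used to rank or filter regions.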
